A study of Arabidopsis thaliana with 12 samples. Its data were reported in "Plastid and cytoplasmic origins of 1O2-mediated transcriptomic responses" (2022).

How the data were processed

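Polyadenylated RNA was measured in whole seedlings of Arabidopsis thaliana (accession Col-0), 2 weeks old, that had been kept for 2 h under light of 30 µE in cycloheximide (CHX) at 0, 1, 10 or 100 µM. CHX blocks translation by cytosolic ribosomes. Each dose had 3 replicates, which gave 12 libraries made by bulk MARS-seq, a method that reads the 3′ ends of transcripts. Nothing in the labels says whether the replicates of a dose came from separate cultures, so the p-values measure only the spread between these samples.

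According to the labels, the authors called bases with bcl2fastq 2.17.1.14, trimmed reads with cutadapt 1.8.3, aligned them with STAR to Araport11 gene models and counted them with HTSeq. The deposited counts are whole numbers of reads per gene for 12905 genes. Their file is named as having had no filter on molecular identifiers, so copies made by PCR were taken to be included, and intervals and floors cover counting error only. The lowest maximum over the libraries of any listed gene was 6 counts, so a filter at 5 reads in at least 1 library removed no gene. The normalized signal of the authors equalled the count divided by 1 factor per library (largest relative deviation 5.1e-15). The authors also deposited log2 values, which were read as the regularized log2 values of DESeq2. Their medians per library lay between −0.03 and 0.06 of the mean of the 0 µM libraries. Only the counts entered the tests.

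Gene names, products and gene structures came from the RefSeq annotation of the TAIR10.1 assembly, which differs from the gene models used for counting, so no coordinates are given. Of the 12905 identifiers, 12831 matched a locus tag and 74 did not.

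Counts were analysed with edgeR 4.0.16 in R 4.3.3. Libraries were scaled by the trimmed mean of M values (TMM), and 1 quasi-likelihood model with a mean per dose was fitted to all 12 libraries. The 5 pairwise comparisons were each dose with 0 µM, 10 with 1 µM and 100 with 10 µM, and a joint test asked for any difference between doses. A gene was called when its Benjamini-Hochberg adjusted p over the 12905 genes was under 0.05 and its change was at least 2-fold, and the joint test used the adjusted p alone. Levels are given as CPM (counts scaled to a common library total) after TMM scaling, as mean ± SD of 3 libraries, and log2 changes as estimate ± SE from edgeR. A sum of 3 counts over a group was used as the floor. Where the lower group had 0 counts, a fold is given as a bound computed at the floor, and where it had 1 to 3 counts, the ratio is given with its exact 95% binomial counting interval.

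The 28 gene lists were tested against all other genes with camera of limma 3.58.1 at a preset correlation of 0.01 between genes, and again with the correlation estimated for each list. Adjusted p of lists are over the 28 lists of a comparison. The 28 lists, the tests of genes and lists, the rule for naming genes and most alternatives were set before the data were examined. The other tests and alternatives, chosen later, are named as such beside the sensitivity results or at the head of the closing section. The lists were drawn up after reading the study, including the first lines of a supplementary table on CHX in which ERF13, ERF109, ORA47, GH3.1, NCED3 and AT5G64870 appear, so the lists with these genes are not fully independent of it, and they were also tested without them, a choice made after seeing the data. The markers of singlet oxygen and superoxide responses are those that the study used, and these lists may rest on the same samples. Of the 8 study markers, 6 were measured, and MYBL2 and FER4 were not analysed here, nor was the reference gene UBC21.

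Genes were named by a fixed rule. For each comparison with 0 µM, the 10 largest rises and the 10 largest falls were taken among called genes whose libraries did not overlap, with over 3 counts in each group and a mean of at least 10 CPM in the higher group. For adjacent doses 5 rises and 5 falls were taken in the same way. The 5 most abundant called genes among those with 3 or fewer counts over the 0 µM libraries, up to 4 members of each list with the smallest adjusted p at 100 µM and the study markers were added. Where a count of 5 or fewer members of a list fell outside the rule, those members are named as well and were chosen after their values were seen.

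Alternatives were scaling by RLE size factors, by the listed reference genes or by total counts alone, filterByExpr, no filter, a term for the replicate number, models of only the groups compared, DESeq2 1.42.0, other thresholds, each library left out in turn, and libraries thinned to the total of the smallest. Shared 0 µM libraries were accounted for with 20 simulated sets of unchanged groups. The procedure was tested on simulated data in which 200 genes were changed. Recovery was scored by the adjusted p and the direction alone, without the 2-fold threshold of the calls. At 100 against 0 µM edgeR recovered 52.2% of genes changed 2-fold, 89.6% of those changed 4-fold and 100% of those changed 8-fold. It made 9 false calls there. Recovery under the full rule for calls may be lower, and scaling under changes in as many genes as in the data was not tested. Changes near 2-fold were therefore often missed in these simulations. Python 3.11.15 and matplotlib 3.10.9 drew the figures. The Translational Attenuation Index of the study was not computed here.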

Results

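The series followed the mRNA of Arabidopsis seedlings after 2 h in CHX, an inhibitor of cytosolic translation. The labels of the samples name CHX doses and were followed here, although the text of the study ties the record of this series to its flu mutant and gives another record for its CHX reference. Whole seedlings received 0, 1, 10 or 100 µM, with 3 libraries per dose. Total counts per library ranged from 1073063 (0 µM replicate 2) to 3724564 (10 µM replicate 1). They lay between 1073063 and 2036594 at 0 µM, between 2317260 and 2564533 at 1 µM, between 2823964 and 3724564 at 10 µM, and between 1641387 and 2836374 at 100 µM. A sum of 3 counts over a group corresponded to 0.430 CPM at 0 µM, 0.358 at 1 µM, 0.361 at 10 µM and 0.606 at 100 µM.

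Several genes for transcription factors of stress and hormone responses reached high transcript levels as the dose increased, as given below. At 100 against 0 µM, 20 of 33 nuclear genes for photosynthesis and 6 of 10 genes of the unfolded protein response were called lower. The calls of both lists were lost with an estimated correlation (adjusted p = 0.235 and adjusted p = 0.291), and that of the unfolded protein response with scaling to the reference genes (adjusted p = 0.0684). The genes called higher at 100 µM held 11.6% ± 1.15 (SD, n = 3) of all counts at 0 µM, 39.2% ± 4.45 at 1 µM, 66.6% ± 2.30 at 10 µM and 72.6% ± 0.688 at 100 µM. Those called lower at 100 µM held 37.2% ± 1.22, 19.9% ± 2.45, 8.47% ± 1.15 and 5.90% ± 0.346. The genes were chosen for their change at 100 µM in these libraries, which favours such shifts between 0 and 100 µM. In edgeR, 6831 of 12905 genes (52.9%) differed between doses in the joint test. The first principal component (64.2% of the variance) placed the 0 µM libraries between −122 and −109, those at 1 µM between −27.9 and −9.82, those at 10 µM between 52.7 and 68.2, and those at 100 µM between 74.9 and 78.8.

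**Figure D1:**
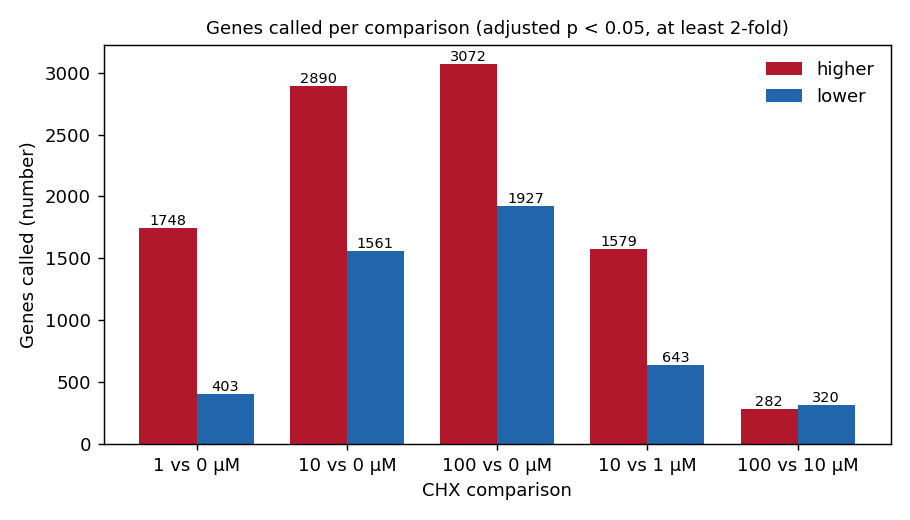
Bars give the number of genes called higher or lower by edgeR (adjusted p under 0.05 and at least 2-fold) in each comparison of CHX doses. The count rose from 2151 at 1 µM to 4451 at 10 µM and 4999 at 100 µM against 0 µM, and 602 genes differed between 10 and 100 µM.

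Because so much of the mRNA changed, the share of genes called higher depended on how libraries were scaled. With TMM the median of all genes was 0.02 at each dose against 0 µM. Scaling to the listed reference genes moved that median to 0.34 at 1 µM, 0.16 at 10 µM and 0.65 at 100 µM, to −0.18 for 10 against 1 µM and to 0.51 for 100 against 10 µM. Scaling to total counts moved it to −0.31, −0.82, −1.01, −0.49 and −0.18 in the same order. Some reference genes changed themselves. Of the 9 measured, 1 was called higher and 2 lower at 1 µM, and ACT8 was called lower at 10 and 100 µM. Scaling to the reference genes is thus no fixed standard. Directions of gene groups are therefore relative to the median gene, and reversals by these scalings are given beside each group.

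The comparison of 100 with 0 µM asked which transcripts accumulate or are lost when translation is strongly blocked. Several of the largest rises were in genes of the AP2/ERF family of transcription factors. ERF13 (AT2G44840) rose from 24.3 ± 1.84 to 19142.5 ± 1530.3 CPM (SD, n = 3), a log2 change of 9.62 ± 0.31 (SE, adjusted p = 1.5e-15). ORA47 (AT1G74930), an activator of jasmonate synthesis genes, rose from 2.24 ± 1.2 to 1811 ± 239 CPM, and ERF109 (AT4G34410) from 2.25 ± 1.2 to 1579 ± 136 CPM. The AP2/ERF genes AT5G21960 and AT1G33760 rose by 9.82 ± 0.27 and 9.20 ± 0.35 on the log2 scale. Outside that family, NAC090 (AT5G22380) rose by 9.57 ± 0.36, the kinase gene CCR4 (AT5G47850) by 9.02 ± 0.35 (9.61 without 0 µM replicate 3), the calmodulin-like gene CML37 (AT5G42380) by 8.76 ± 0.30, and AT5G64870, which encodes a membrane protein with an SPFH domain, by 8.98 ± 0.37.

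Falls at 100 µM were smaller than the rises. CYP98A3 (AT2G40890), a cytochrome P450 of lignin precursor synthesis, went from 118 ± 16.3 to 3.47 ± 0.525 CPM (log2 change −5.08 ± 0.28, adjusted p = 1.9e-12). The aquaporin gene PIP2B (AT2G37170) went from 309 ± 28.4 to 22.3 ± 6.73 CPM (−3.81 ± 0.21, adjusted p = 1.2e-12). The defence gene LURP1 (AT2G14560) changed by −4.41 ± 0.48, the methionine sulfoxide reductase gene MSRB5 (AT4G04830) by −4.04 ± 0.68 (44.6-fold lower, 7.82 to 1781, without 100 µM replicate 3), and AT3G25190 of the vacuolar iron transporter family by −4.18 ± 0.34. The 3 libraries at 100 µM lay beyond all 3 at 0 µM in each of these genes, as the rule for naming them required.

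Several transcripts were at or near the counting floor in untreated seedlings. AT1G19210, another AP2/ERF gene, had 0 counts at 0 µM and 135 ± 8.76 CPM at 100 µM, which was at least 312-fold higher. GH3.1 (AT2G14960), an enzyme that conjugates auxin, was 792-fold higher (95% counting interval 270 to 3.84e+03), and NCED3 (AT3G14440), a key enzyme of abscisic acid synthesis, was 382-fold higher (105 to 3.17e+03). The AP2/ERF gene ESE1 (AT3G23220) was 837-fold higher (150 to 3.31e+04), and the lipase gene AT4G16820 was 482-fold higher (133 to 3.99e+03). The counts of GH3.1 and ESE1 at 0 µM came from replicate 1 and those of NCED3 from replicate 3, and without that library they were at least 435-fold, 153-fold and 173-fold higher. NCED3 was 210-fold higher (57.8 to 1738) without 0 µM replicate 1.

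In all, edgeR called 3072 genes higher and 1927 lower at 100 than at 0 µM, so 61.5% of the called genes were higher, against 85.9% with scaling to the reference genes (4399 higher, 721 lower) and 24.7% with total counts (1846 higher, 5634 lower). The median log2 change of called genes was 2.84 for rises and −1.63 for falls, and 1441 rises and 163 falls were over 8-fold. The libraries did not overlap in 2954 of the rises and 1780 of the falls, which had been chosen for their difference. Over all 12905 genes, called or not, the libraries did not overlap in 53.8%, where chance gives 10% for 3 against 3.

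Stress-related transcription factor lists rose at 100 µM. Among AP2/ERF stress factors, 16 of 18 rose (median log2 change 6.99, or 6.84 with members at the floor set to their bounds), among them ERF105 (8.53 ± 0.23) and ERF6 (7.30 ± 0.24). Their camera adjusted p was 4.2e-39, and adjusted p = 0.000350 with an estimated correlation. ERF13, ERF109 and ORA47 had been seen in the study's table on CHX before the list was drawn up, and without them 13 of 15 rose (adjusted p = 4.2e-29, and adjusted p = 0.000192 with an estimated correlation). Of the ZAT zinc finger factors, repressors induced by many stresses, 8 of 9 rose (median 6.66), with ZAT10 at 23624 ± 3377 CPM and ZAT12 at 8276 ± 1137 CPM (camera adjusted p = 9.3e-21, and adjusted p = 0.00951 with an estimated correlation). Of the WRKY factors, regulators of defence, 17 of 18 rose (median 3.98, or 3.97 with bounds), such as WRKY40 (7.85 ± 0.28), WRKY53 (7.01 ± 0.24) and WRKY33 (6.19 ± 0.25). Of the early immune genes, 15 of 17 rose (median 4.76, or 4.16 with bounds), such as the ubiquitin ligase gene PUB23 (5.91 ± 0.25), the syntaxin gene SYP122 (6.64 ± 0.30) and the kinase gene MPK3 (5.20 ± 0.25). WRKY factors and early immune genes each had a camera adjusted p of 1.2e-14, and adjusted p = 0.0294 with an estimated correlation.

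Hormone genes moved in several groups. The 4 GH3 genes of auxin conjugation rose (median 3.73), with GH3.3 at 4.28 ± 0.32, GH3.5 at 3.17 ± 0.45 (3.89 without 0 µM replicate 1) and GH3.2 at 2.28 ± 0.26 beside GH3.1 (camera adjusted p = 0.000184, and adjusted p = 0.0294 with an estimated correlation). GH3.1 had also been seen in that table, and without it the other 3 had adjusted p = 0.0158, and adjusted p = 0.145 with an estimated correlation. Of the Aux/IAA repressors of auxin signalling, 6 of 14 rose, such as IAA19 (5.45 ± 0.23), IAA17 (2.08 ± 0.18) and IAA5, which was at least 39.4-fold higher, or at least 18.3-fold without 100 µM replicate 1 (43.7 CPM there, against 8.56 and 7.02 in the other 100 µM libraries). Their median of 0.95 turned to −0.09 with total counts, and the camera adjusted p was 0.0661. Both SAUR genes measured rose (median 3.31, or 2.71 with bounds), SAUR24 by 2.71 ± 0.90 and AT5G18030 by 19.7-fold (3 to 834), and the camera adjusted p was 0.729. Without 0 µM replicate 1 the SAUR genes had adjusted p of 0.0734 and 0.0741, and without 0 µM replicate 3 of 0.0582 and 0.0505. With total counts they had 0.113 and 0.0638, and SAUR24 had 0.0793 without 100 µM replicate 1. Without 0 µM replicate 2 SAUR24 was 21.7-fold higher (3.48 to 901) and AT5G18030 at least 5.07-fold.

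Among the JAZ repressors of jasmonate signalling, 7 of 10 rose (median 3.74, or 3.08 with bounds), such as JAZ5 (7.17 ± 0.32), JAZ1 (4.89 ± 0.35), JAZ7 (at least 20.7-fold) and JAZ10 (at least 11.7-fold). Their camera adjusted p was 0.00773, and adjusted p = 0.0679 with an estimated correlation. Of 15 genes of jasmonate synthesis and output, 8 rose, including the lipoxygenase genes LOX4 (7.84 ± 0.29) and LOX3 (7.31 ± 0.32), OPCL1 (6.05 ± 0.30) and the regulator MYC2 (5.09 ± 0.23), while the allene oxide cyclase genes AOC4 (−1.49 ± 0.32) and AOC2 (−1.17 ± 0.24) fell (median 1.42, camera adjusted p = 7.3e-06, and adjusted p = 0.201 with an estimated correlation). With scaling to the reference genes AOC4 and AOC2 had adjusted p of 0.0651 and 0.0946, and AOC2 was at −0.96 without 0 µM replicate 2. In ethylene synthesis, the ACC synthase genes ACS2 (6.17 ± 0.35), ACS7 (6.23 ± 0.35), ACS8 (6.21 ± 0.41), ACS6 (192-fold, 33.8 to 7.62e+03) and ACS11 (1 count at 0 µM, 69 at 100 µM) rose (without 0 µM replicate 1, ACS6 at least 35.1-fold and ACS11 at least 17.8-fold), and the ACC oxidase gene AT1G62380 fell by 1.91 on the log2 scale. The median of these 7 genes was 6.17, or 6.0 with bounds (camera adjusted p = 0.000441, and adjusted p = 0.0294 with an estimated correlation).

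Of 10 salicylic acid genes, 6 rose (median 3.68), including the regulator CBP60g (7.16 ± 0.34), the transporter EDS5 (5.58 ± 0.32) and the synthesis enzyme SID2 (4.89 ± 0.36), with a camera adjusted p of 0.000590, and adjusted p = 0.145 with an estimated correlation. Abscisic acid and dehydration genes split: NCED3 and the phosphatase genes HAI1 (3.62 ± 0.35), ABI1 (1.36 ± 0.20) and ABI2 (1.29 ± 0.36) rose, and RD22 (−2.57 ± 0.30), COR15A (−2.84 ± 0.49) and AT5G66400 (−1.32 ± 0.41), which are induced by drought or cold, fell. The median of these 14 genes was −0.13 (0.35 with scaling to the reference genes), the mean 0.55 and the direction of camera upward (adjusted p = 0.967), and ABI1 was at 0.31 and ABI2 at 0.25 with total counts. AT5G66400 had an adjusted p of 0.253 with scaling to the reference genes and 0.0549 without 100 µM replicate 3. Of the 4 type-A response regulators of cytokinin signalling, ARR7 was at least 2.82-fold higher, ending above an adjusted p of 0.05 with total counts (0.0647) or without 0 µM replicate 1 (0.0797), 0 µM replicate 3 (0.0571), 100 µM replicate 1 (0.0549) or 100 µM replicate 3 (0.0505). That list had a median of 0.77 (0.75 with bounds, −0.26 with total counts), a mean of 1.35 and a downward camera direction (adjusted p = 0.992).

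In the protein folding lists, 6 of 10 genes of the unfolded protein response and 3 of 11 heat shock genes fell, 1 of each rose, and 3 and 7 passed in neither direction. Of the 10 genes of the unfolded protein response, 6 fell, such as the chaperone genes BIP1 (534 ± 156 to 124 ± 9.57 CPM, −2.10 ± 0.21), CRT1A (−1.93 ± 0.18) and SHD (−1.65 ± 0.19), and BZIP60, a transcription factor of that response, rose by 5.53 ± 0.33. Their median was −1.50 (camera adjusted p = 0.0269, 0.0684 with scaling to the reference genes, and adjusted p = 0.291 with an estimated correlation). With scaling to the reference genes the other falls, SDF2 (−0.95), BIP2 (−0.68) and CNX1 (−0.99), lost their calls. Of 11 heat shock genes, the chaperone genes HSP70-4 (−1.77 ± 0.28), HSP90.1 (−2.45 ± 0.45) and HSP17.6A (−1.37 ± 0.42) fell and the heat shock factor gene HSFA2 rose by 3.36 ± 0.65 (24.0-fold, 4.0 to 977, without 0 µM replicate 1). The heat shock median of −0.48 turned to 0.16 with scaling to the reference genes, where HSP17.6A had an adjusted p of 0.179, and without 0 µM replicate 3 HSP17.6A had 0.0517 (camera adjusted p = 0.378).

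Most genes of the translation and proteolysis machinery were not called, 19 of 27 ribosomal protein genes and 13 of 17 proteasome genes. This also held for all genes, as 38.7% of 12905 were called at 100 against 0 µM, 1927 of them lower. Of the 27 cytosolic ribosomal protein genes, 8 fell, such as RPS6B (716 ± 48.5 to 293 ± 4.90 CPM, −1.29 ± 0.17) and RPL28A (−1.25 ± 0.18), with a median of −0.74 (camera adjusted p = 0.000450, and adjusted p = 0.273 with an estimated correlation). Of the 17 genes of the 26S proteasome, PAD1 (−1.22 ± 0.19), PBA1 (−1.01 ± 0.16), RPN5B (−1.05 ± 0.27) and PAG1 (19 counts at 0 µM, 1 at 100 µM) fell (median −0.84, or −0.88 with bounds, camera adjusted p = 0.0134, and adjusted p = 0.145 with an estimated correlation). With scaling to the reference genes 1 ribosomal protein gene was called lower, and RPS6B (−0.70), RPL28A (−0.69), PAD1 (−0.66) and PBA1 (−0.46) lost their calls. PBA1 was at −0.98 without 0 µM replicate 2 or 100 µM replicate 3, −0.95 without 0 µM replicate 3 and −0.99 without 100 µM replicate 2, just under 2-fold. RPN5B was at −0.42 with scaling to the reference genes, −0.96 without 0 µM replicate 1, −0.89 without 0 µM replicate 3 and −0.99 without 100 µM replicate 2, and PAG1 had adjusted p of 0.0795 with that scaling, 0.0709 and 0.05005 without 0 µM replicates 1 and 2, and 0.108 and 0.0916 without 100 µM replicates 2 and 3, and was at least 3.35-fold lower without 100 µM replicate 1.

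Nonsense-mediated decay removes transcripts with premature stop codons in a process that needs translation. Of 12 genes linked to it, AT5G45430 (89.1 ± 10.8 to 1021.5 ± 157 CPM, 3.52 ± 0.21), ERF1-1 (1.55 ± 0.19), UPF3 (1.53 ± 0.20) and PTB1 (1.29 ± 0.20) rose, and the RNA-binding protein genes GRP8 (−2.07 ± 0.19) and GRP7 (−1.28 ± 0.19) fell. The median was 0.59 (−0.46 with total counts, where ERF1-1, UPF3 and PTB1 were at 0.50, 0.47 and 0.23, and GRP7 was at −0.71 with scaling to the reference genes), with a camera adjusted p of 0.807.

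Nuclear genes for photosynthesis had the most falls of the 28 lists. Of 33 measured, 20 fell, such as the photosystem I genes PSAD1 (1526 ± 135 to 357 ± 28.6 CPM, −2.10 ± 0.21) and PSAE1 (−2.46 ± 0.26), the plastocyanin gene PETE2 (2711 ± 239.8 to 602 ± 46.9 CPM, −2.2 ± 0.25) and the antenna gene LHCB4.2 (−1.87 ± 0.23). Their median was −1.17 (camera adjusted p = 2.4e-08, and adjusted p = 0.235 with an estimated correlation), and 8 were called lower with scaling to the reference genes. Of 14 chlorophyll synthesis genes, CRD1 (−1.72 ± 0.35), CHLM (−1.37 ± 0.17), PORC (−1.12 ± 0.29) and GUN4 (−1.08 ± 0.30) fell. Their median of −0.56 (−0.66 with bounds) came to 0 with that scaling, the camera adjusted p of 0.0497 became 0.0905 there, and it was adjusted p = 0.273 with an estimated correlation. CHLM (−0.76), PORC (−0.49) and GUN4 (−0.45) lost their calls with that scaling. PORC was at −0.94 without 0 µM replicate 1 and −0.89 without 100 µM replicate 2, and GUN4 at −0.91 without 0 µM replicate 2 and −0.93 without 100 µM replicate 3.

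Relative to the median gene, the plastid, mitochondrial and cell cycle lists had medians near 0 with TMM. The libraries were made from polyadenylated RNA, so these values cover only the organelle transcripts captured in that way. The plastid share of all counts went from 0.378% ± 0.114 (SD, n = 3) at 0 µM to 0.169% ± 0.0106 at 100 µM. The mitochondrial share went from 1.04% ± 0.126 to 0.725% ± 0.0808. Of 55 plastid-encoded genes, ATCG00710 (2.34 ± 0.64), ATCG00020 (1.33 ± 0.52) and ATCG00290 (1.13 ± 0.40) rose and ATCG00600 and ATCG01210 fell, the last pair because of counts in 1 of the 0 µM libraries. The plastid median was 0.12 (0.10 with bounds, −0.94 with total counts), the mean −0.34 and the camera direction downward (adjusted p = 0.552), and ATCG00710 had an adjusted p of 0.349 without 100 µM replicate 2 and 0.0917 with total counts. ATCG00020 had adjusted p of 0.626 with total counts, 0.0937 in DESeq2 and 0.0585 with a term for the replicate number. It had 0.164 and 0.0714 without 0 µM replicates 1 and 2, and 0.0541 and 0.169 without 100 µM replicates 1 and 2. ATCG00290 had 0.857 with total counts, 0.0552 in DESeq2, 0.0782 without 0 µM replicate 3 and 0.0719 without 100 µM replicate 1. Of 19 mitochondrion-encoded genes, ATMG00516 rose by 1.16 ± 0.39, with adjusted p of 0.0996 without 0 µM replicate 1, 0.0714 without 0 µM replicate 2 and 0.0546 without 100 µM replicate 2, and at 0.12 with total counts. That list had a median of 0.19 (−0.84 with total counts) and a downward camera direction (adjusted p = 0.887). The 4 cell cycle genes measured had a median of 0.16 (−0.88 with total counts), a downward camera direction (adjusted p = 0.877) and adjusted p in edgeR from 0.270 (CYCD3;2) to 0.792 (CDKB2;1).

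Of the 16 circadian clock genes, BOA (3.04 ± 0.23), FKF1 (2.34 ± 0.25) and TOC1 (1.2 ± 0.22, 0.14 with total counts) rose and RVE4 fell (−1.51 ± 0.26, −0.90 with scaling to the reference genes). The clock median was −0.13 (−0.18 with bounds, 0.47 with scaling to the reference genes), the mean 0.09 and the camera direction downward (adjusted p = 0.967). Of 10 root tissue markers, the phosphate exporter gene PHO1 (−2.63 ± 0.36), the Casparian strip gene CASP1 (−2.01 ± 0.36), the nitrate transporter gene NRT2.1 (−1.03 ± 0.36) and COBL9 (21 counts at 0 µM, 2 at 100 µM) fell, and RHD6 (2.35 ± 0.58) and SHR (1.06 ± 0.23) rose. The root median was −0.23 (0.52 with scaling to the reference genes), the camera adjusted p was 0.421, RHD6 had an adjusted p of 0.0536 with total counts, and SHR was at 0.0040 with total counts, 0.97 without 0 µM replicate 1 and 0.96 without 100 µM replicate 3. NRT2.1 had adjusted p of 0.569 with scaling to the reference genes, 0.0518 in DESeq2, 0.0665 without 0 µM replicate 1 and 0.105 without 100 µM replicate 3, and was at −0.97 without 0 µM replicate 2. COBL9 had 0.150 with that scaling, 0.0687 in DESeq2, 0.211 without 0 µM replicate 1, and 0.0674 and 0.106 without 100 µM replicates 2 and 3. Of 9 reference genes, ACT8 fell by 2.69 on the log2 scale, from 62.1 ± 47.6 to 10.4 ± 6.85 CPM (−1.87 without 0 µM replicate 1 and −3.28 without 100 µM replicate 1), and the median of −0.48 turned to 0.23 with scaling to these genes (camera adjusted p = 0.247).

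The study used BAP1, GER5, AT3G01830 and AT5G64870 as markers of the singlet oxygen response. All 4 rose at 100 µM (median 6.49, or 5.92 with bounds), BAP1 (AT3G61190), a regulator of cell death, from 55.1 ± 28.3 to 7473 ± 1138 CPM, GER5 (AT5G13200) by 4.35 ± 0.26 and AT3G01830 by 81.7-fold (14.1 to 3.28e+03), or at least 14.95-fold without 0 µM replicate 1. Their camera adjusted p was 2.2e-07, and adjusted p = 0.0331 with an estimated correlation (0.0662 without AT5G64870). Of the superoxide markers measured, the ferritin gene FER1 had a log2 change of 0.60 ± 0.19 (adjusted p = 0.0132, under 2-fold) and AT4G21870 fell by 2.05 on the log2 scale, with an adjusted p of 0.111 with scaling to the reference genes and 0.0746 without 100 µM replicate 3. That list had a median of −0.73 and a camera adjusted p of 0.887. The study may have chosen these markers on the same samples, so their counts are not independent evidence. Adjusted over the list alone, the counts at 100 µM were the same for the 28 lists except 9 rises for ZAT factors, 16 for early immune genes, 0 for type-A response regulators and mitochondrion-encoded genes, and 1 for plastid-encoded genes.

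**Figure D2:**
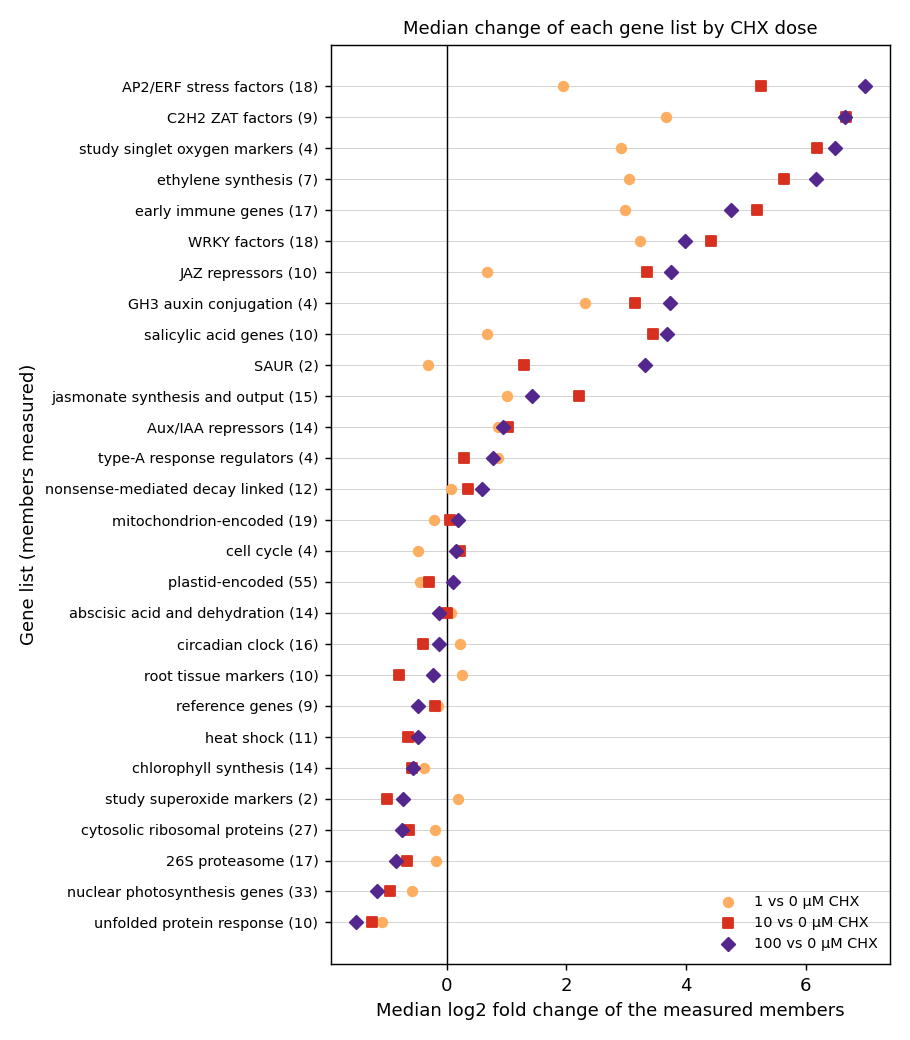
Points give the median log2 fold change of the measured members of each gene list at 1, 10 and 100 µM against 0 µM, with the number of members in brackets, and the AP2/ERF stress factors reach 6.99. At 100 µM the medians of the abscisic acid, chlorophyll, clock, heat shock, reference gene and root lists change sign with scaling to the reference genes, and those of the Aux/IAA, cell cycle, mitochondrial, decay-linked, plastid and type-A response regulator lists with total counts. At 1 µM this holds for the proteasome, ribosomal, mitochondrial, reference gene and SAUR lists (reference genes) and the abscisic acid, clock, decay-linked, root and superoxide lists (total counts), and at 10 µM for the abscisic acid list (both) and the cell cycle, mitochondrial, decay-linked and type-A response regulator lists (total counts).

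The comparison of 1 with 0 µM asked what a low dose does. Its 10 largest rises were in other genes than those at 100 µM and included 3 transporter genes. AT5G55150, an F-box gene, rose from 7.03 ± 1.76 to 1148 ± 303 CPM (SD, n = 3), a log2 change of 7.38 ± 0.29 (SE, adjusted p = 6.5e-14). The MATE efflux transporter genes AT2G04070 and AT2G04050 rose by 7.19 ± 0.29 and 6.98 ± 0.25, the ABC transporter gene ABCB11 (AT1G02520) by 6.90 ± 0.31, the lectin receptor kinase gene LECRKA4.2 (AT5G01550) by 6.93 ± 0.38 and AT2G41730 by 7.03 ± 0.26, to 4240.4 ± 574 CPM. NDB4 (AT2G20800), an alternative NAD(P)H dehydrogenase of mitochondria, was 54.1-fold higher (18 to 265, or 110-fold, 19.6 to 4380, without 0 µM replicate 3), and the NAC factor gene AT3G12910 was 257-fold higher (45.8 to 1.02e+04). Without 0 µM replicate 1 AT3G12910 was 141-fold higher (25.2 to 5597), and without 0 µM replicate 2, which held its count, at least 66.2-fold.

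Falls at 1 µM included MSRB5 (14.2 ± 3.75 to 0.604 ± 0.736 CPM, −4.44 ± 0.64, or 76.6-fold lower, 13.4 to 3058, without 1 µM replicate 1 and −3.85 without 1 µM replicate 2), the extensin gene EXT11 (AT5G49080, −3.71 ± 0.60), the small heat shock gene HSP17.6II (−2.44 ± 0.46) and AT1G73120 (−2.36 ± 0.32). The copper transporter gene COPT5 (−3.70 ± 0.82), the phosphatase gene PAP17 (−2.72 ± 0.73), AT3G32930 (−2.85 ± 0.71) and the actin gene ACT2 (−2.67 ± 0.63) lost their calls without 0 µM replicate 1 (adjusted p = 0.158, 0.144, 0.0723 and 0.0566), and PAP17 had an adjusted p of 0.0627 in DESeq2. Without 1 µM replicate 2 COPT5 was 80.2-fold lower (14.1 to 3197) and PAP17 was at −4.24. The 3 libraries at 1 µM lay beyond all 3 at 0 µM in each of these falls, as the rule for naming them required.

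edgeR called 1748 genes higher and 403 lower at 1 µM, so 81.3% of the called genes were higher, against 94.6% with scaling to the reference genes (2278 higher, 130 lower) and 52.0% with total counts (1355 higher, 1249 lower). The libraries did not overlap in 1724 rises and 354 falls, and in 38.9% of all genes. Without 1 µM replicate 3 there were 241 falls and without 0 µM replicate 1 there were 267.

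At 1 µM, 8 of 9 ZAT factors rose (median 3.67, or 3.77 with bounds, camera adjusted p = 4.5e-16), as did 11 of 18 AP2/ERF stress factors (median 1.95, or 2.06 with bounds, adjusted p = 2.7e-10, or 1.7e-08 without the 3 seen before) and 14 of 17 early immune genes (median 2.98, or 2.86 with bounds, adjusted p = 1.6e-14). With an estimated correlation these lists had adjusted p = 0.0339, 0.0339 and 0.0468. WRKY33 (4.98) and WRKY40 (4.18) were among 15 of 18 WRKY factors that rose (median 3.24, or 2.48 with bounds, camera adjusted p = 1.6e-14, and adjusted p = 0.0543 with an estimated correlation). Of the unfolded protein response genes, 5 of 10 fell, CRT1A, SDF2, SHD, BIP1 and CNX1, with changes of −1.32, −1.27, −1.17, −1.22 and −1.27, and BZIP60 rose by 4.61 (BIP1 at −0.96 without 0 µM replicate 3, SHD at −0.94 with scaling to the reference genes, camera adjusted p = 0.0112, and adjusted p = 0.330 with an estimated correlation). Adjusted over the list alone, 8, 11, 14 and 16 rises were called for the ZAT, AP2/ERF, early immune and WRKY lists, and the unfolded protein response counts were the same.

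The comparison of 10 with 0 µM shared several of its largest rises with that at 100 µM. ERF13 reached 8667 ± 1172 CPM (SD, n = 3), a log2 change of 8.48 ± 0.30 (SE, adjusted p = 3.9e-15), CML37 rose by 8.23 ± 0.30, ERF109 by 8.16 ± 0.30, the AP2/ERF gene TDR1 (AT3G23230) by 8.13 ± 0.29 and CCR4 by 8.50 ± 0.35 (9.13 without 0 µM replicate 3). AT1G06137, of unknown function, rose from 2.64 ± 0.485 to 1071.6 ± 153 CPM (8.60 ± 0.37). EXT11 changed by −5.19 ± 0.71, the signalling peptide gene CLE2 (AT4G18510) by −3.97 ± 0.50, the Casparian strip gene CASP2 (AT3G11550) by −3.95 ± 0.63, and ATCAD4 (AT3G19450), a cinnamyl alcohol dehydrogenase of lignin synthesis, by −3.88 ± 0.31. Without 10 µM replicate 1 EXT11 was at least 31.9-fold lower, CLE2 was at −5.55 and CASP2 at −3.34. Without 10 µM replicate 2 EXT11 was at −4.60 and CLE2 at −3.35, and without 10 µM replicate 3 CASP2 was 30.8-fold lower (8.21 to 259). The 3 libraries at 10 µM lay beyond all 3 at 0 µM in each of these genes, as the rule for naming them required.

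edgeR called 2890 genes higher and 1561 lower at 10 µM (64.9% higher, against 27.6% with total counts, which gave 1879 higher and 4935 lower), and the libraries did not overlap in 2847 and 1485 of them and in 54.1% of all genes. All 18 WRKY factors rose (median 4.41, or 4.13 with bounds), as did 17 of 18 AP2/ERF stress factors (median 5.25, or 5.01 with bounds), all 9 ZAT factors (median 6.67) and 16 of 17 early immune genes (median 5.18, or 4.82 with bounds). Their camera adjusted p were 9.6e-16, 1.4e-29, 2.5e-21 and 3.6e-17, and with an estimated correlation adjusted p = 0.0359, 0.00123, 0.0153 and 0.0263. Without the 3 seen before, 14 of 15 AP2/ERF factors rose (adjusted p = 2.7e-21, and adjusted p = 0.000730 with an estimated correlation). The 4 GH3 genes (adjusted p = 0.0367 with an estimated correlation, or 0.164 without GH3.1), 5 of 7 ethylene synthesis genes, ACS2, ACS6, ACS7, ACS8 and ACS11 (0.0357), and the 4 singlet oxygen markers (0.0359, or 0.0596 without AT5G64870), which are not independent evidence, rose as well. With total counts GH3.5 was at 0.81 (adjusted p = 0.153 in edgeR). Nuclear photosynthesis genes fell in 14 of 33 cases (15 adjusted over the list alone), such as PSAD1 (−1.62) and PETE2 (−1.46), with a median of −0.95 (camera adjusted p = 1.1e-06, and adjusted p = 0.344 with an estimated correlation). Adjusted over the list alone, the counts of rises just given were the same.

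**Figure D3:**
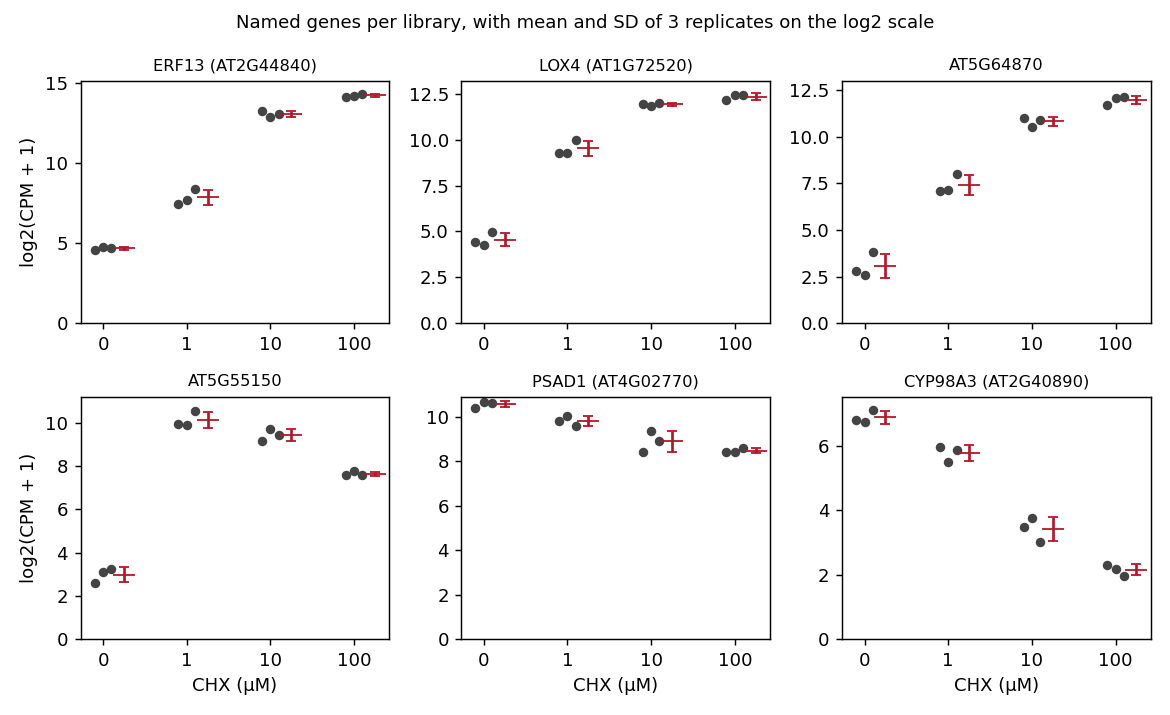
Points give log2(CPM + 1) of each library at 0, 1, 10 and 100 µM CHX for 6 named genes, with red marks for the mean and SD of 3 replicates on that scale. ERF13, LOX4 and AT5G64870 were highest at 100 µM, AT5G55150 was highest at 1 µM, and PSAD1 and CYP98A3 were lowest at 100 µM.

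The comparison of 10 with 1 µM asked what the next step in dose added. The AP2/ERF genes AT5G21960 (3.48 ± 0.365 to 649 ± 92.0 CPM, SD, n = 3) and ORA47 (3.67 ± 1.73 to 555 ± 153 CPM) rose by 7.53 ± 0.25 and 7.25 ± 0.33 on the log2 scale (SE, adjusted p = 1.5e-14 and 3.4e-12). AT3G25190 of the vacuolar iron transporter family (−3.98 ± 0.28), the SAUR-like gene AT5G20820 (−3.87 ± 0.44, or −4.50 without 10 µM replicate 1) and the lipid-transfer gene EDA4 (AT2G48140, −2.94 ± 0.47) had the largest falls. All 9 ZAT factors (median 3.31, or 2.68 with bounds) and 17 of 18 AP2/ERF stress factors (median 3.2) rose, with camera adjusted p of 2.6e-22 and 3.2e-49, and adjusted p = 0.00797 and 0.000379 with an estimated correlation. Without the 3 seen before, 14 of 15 AP2/ERF factors rose (adjusted p = 5.3e-32). Of 10 JAZ genes, JAZ5 (3.06), JAZ1 (2.63), JAZ2 (2.23), JAZ10 (2.34, or 9.79-fold, 3.13 to 49.4, without 1 µM replicate 3) and JAZ8 (0 counts at 1 µM and 9 at 10 µM, at least 3.03-fold) rose (camera adjusted p = 0.000808, and adjusted p = 0.0350 with an estimated correlation). JAZ8 had adjusted p of 0.0782, 0.0832 and 0.0622 without 1 µM replicates 1, 2 and 3 and 0.144 without 10 µM replicate 3. Of 17 early immune genes, 12 rose (camera adjusted p = 2.6e-12, and adjusted p = 0.0406 with an estimated correlation), and so did the 4 singlet oxygen markers, which are not independent evidence (camera adjusted p = 9.4e-08, and adjusted p = 0.0350 with an estimated correlation). Adjusted over the list alone, 7 JAZ and 13 early immune genes were called and the other counts were the same.

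edgeR called 1579 genes higher and 643 lower at 10 than at 1 µM. Of the called genes 71.1% were higher, against 57.4% with scaling to the reference genes (1298 higher, 964 lower) and 28.6% with total counts (974 higher, 2426 lower). The libraries did not overlap in 1547 rises and 621 falls, and in 43.5% of all genes.

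The comparison of 100 with 10 µM separated genes that kept rising from genes that receded. The cold-response factor gene CBF1 (AT4G25490) rose from 6.25 ± 1.37 to 55.6 ± 5.48 CPM (SD, n = 3), a log2 change of 3.12 ± 0.27 (SE, adjusted p = 9.1e-07), its relative CBF4 (AT5G51990) by 2.70 ± 0.39, the fucosyltransferase gene FUT3 (AT1G74420) by 2.79 ± 0.52 and AT1G76210 by 2.66 ± 0.27. The glycosyltransferase gene AT2G36770 went from 243 ± 66.5 to 28.6 ± 1.54 CPM (−3.08 ± 0.22, adjusted p = 3.1e-08), and the legume lectin genes AT3G15356 (−3.07 ± 0.34) and AT3G16530 (−3.02 ± 0.38) fell as well. The plastid gene ATCG00710 (2.86 ± 0.66) had an adjusted p of 0.332 without 100 µM replicate 2 and 0.0551 without 10 µM replicate 2. AT5G43450 (−4.51 ± 1.24) varied more between libraries than its mean at 10 µM (373 ± 545 CPM) and had adjusted p of 0.364 without 10 µM replicate 1 and 0.0506, 0.0687 and 0.101 without 100 µM replicates 1, 2 and 3, and DESeq2 gave it no adjusted p.

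AP2/ERF stress factors kept rising from 10 to 100 µM in 12 of 18 cases, 13 adjusted over the list alone (median 1.22, camera adjusted p = 1.4e-29, and adjusted p = 0.00136 with an estimated correlation), and without the 3 seen before in 9 of 15 (adjusted p = 5.6e-24). The auxin lists had camera adjusted p of 0.0196 each (GH3 0.362 without GH3.1), with GH3.1 (1.88) and GH3.5 (1.51) higher, and IAA5 (1.97), IAA20 (1.75), IAA14 (1.24) and IAA19 (1.18) higher beside IAA10 lower (−1.98). IAA5 rested on 100 µM replicate 1, without which it was at 0.71 (adjusted p = 0.455), and it had adjusted p of 0.173 and 0.145 without 10 µM replicates 2 and 3 and was at 2.71 without 10 µM replicate 1. IAA20 had 0.106 and 0.0511 without 10 µM replicates 1 and 2 and 0.0997 and 0.126 without 100 µM replicates 2 and 3, IAA14 had 0.105 and 0.108 without 10 µM replicates 2 and 3 and 0.0535 and 0.0652 without 100 µM replicates 2 and 3, and GH3.5 had 0.0921 and 0.0622 without 10 µM replicates 2 and 3 and 0.0608 without 100 µM replicate 3. With total counts IAA5 (0.0788), IAA20 (0.0586) and IAA14 (0.0628) ended above an adjusted p of 0.05 and IAA19 was at 0.99, IAA5 had 0.0528 with filterByExpr, and DESeq2 gave IAA20 no adjusted p. With an estimated correlation they had adjusted p = 0.242 (GH3) and 0.159 (Aux/IAA), and their counts adjusted over the list alone were the same. Photosynthesis genes had a median of −0.23, which turned to 0.26 with scaling to the reference genes (camera adjusted p = 0.0213, 0.322 with that scaling, and adjusted p = 0.603 with an estimated correlation). The ZAT factors had a median of 0.53 (camera adjusted p = 0.0476, 0.0524 with RLE size factors, 0.188 with scaling to the reference genes, and adjusted p = 0.590 with an estimated correlation).

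edgeR called 282 genes higher and 320 lower at 100 than at 10 µM. Of the called genes 46.8% were higher, against 91.1% with scaling to the reference genes (1345 higher, 131 lower) and 22.2% with total counts (142 higher, 498 lower), and the libraries did not overlap in 278 rises and 309 falls and in 26.1% of all genes. Without 10 µM replicate 2 there were 180 rises, and without 100 µM replicate 1 there were 592 falls.

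Most genes that rose at a low dose were also higher at 100 µM. Of the 1748 genes higher at 1 µM, 82.1% were called higher at 100 µM, and of the 403 genes lower at 1 µM, 70.0% were called lower there. Genes higher at 100 µM had median log2 changes of 1.36 at 1 µM, 2.54 at 10 µM and 2.84 at 100 µM, and genes lower at 100 µM had −0.61, −1.22 and −1.63. Both sets were chosen for their change at 100 µM, which favours a larger median there. Of 3616 genes higher at any dose, 1748 were first called at 1 µM, 1325 at 10 µM and 543 at 100 µM, and of 2404 lower genes 403, 1314 and 687. A rise at both steps up to 10 µM was called in 728 genes (435 with total counts). A rise at 1 µM and then a fall at 10 µM was called in 77 genes, against 135 with scaling to the reference genes, 151 with total counts, 54 in DESeq2 and 51 without 1 µM replicate 3.

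Across genes, which are not independent replicates, the log2 changes against 0 µM correlated with a Pearson's r of 0.816 (Spearman's rho 0.755) between 1 and 10 µM, 0.739 (0.711) between 1 and 100 µM and 0.913 (0.874) between 10 and 100 µM. Unchanged groups simulated with shared controls, all drawn anew from the 0 µM means, gave r of 0.541, 0.480 and 0.482. The covariances were 2.2, 2.11 and 3.73, against 0.227, 0.226 and 0.226 in the simulation, differences of 1.95, 1.88 and 3.5. Rises were shared by 1565, 1435 and 2501 genes, where independent lists would share 391, 416 and 688, and falls by 247, 282 and 1174, where they would share 48.7, 60.2 and 233. The simulation shared at most 2 genes in either direction, but no gene was changed in it, so few calls could be shared. It does not measure how shared controls raise the overlap among changed genes. The 3 control libraries cannot be split into parts of at least 2, so part of the excess may come from the shared controls.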

Values the study reported

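The study compared published and new transcriptomes with its CHX profile. Among genes raised at least 2-fold, it reported an overlap with CHX of 49.2% (P = 2.9E-70) for the flu mutant and 46.6% (P = 3.3E-118) for the Ch1 mutant under light stress combined with cold. For flu/ex1 it gave an overlap of 32.5%, and for flu/ex1/safe1 one of 77.7%. Dehydrated leaves shared 58.3% with CHX and had a Translational Attenuation Index of 0.90. Ch1 without cold had index values of 0.29 in low light and 0.28 in high light, and the study saw no induction of singlet oxygen responsive genes there.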

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

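The thinning to the total of the smallest library, the correlations with a library left out, the lists without genes seen in the study's table on CHX, and the alternatives of the counts over 2 steps of dose were chosen after seeing the data. The cause of the changes given here was not tested, except where a looser threshold or a scaling factor moves a count by construction. Counts of calls stayed within 1.5 times of those reported with RLE size factors, filterByExpr, DESeq2, thinning, a term for the replicate number and models of only the groups compared, for each comparison in which they were run. The setting without a filter removed no gene and tests nothing.

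With scaling to the reference genes, 130 genes were lower at 1 µM, 721 lower at 100 µM, and 1345 higher and 131 lower at 100 against 10 µM. The genes lower at both doses numbered 78 for 1 and 10 µM, 68 for 1 and 100 µM and 564 for 10 and 100 µM, and 3 lists passed at 100 against 10 µM. With total counts, 1249 genes were lower at 1 µM, 1879 higher and 4935 lower at 10 µM, 1846 higher and 5634 lower at 100 µM, 974 higher and 2426 lower at 10 against 1 µM, and 142 higher and 498 lower at 100 against 10 µM. ARR8 (AT2G41310), at 0.01 with TMM at 100 against 0 µM, was called at −1.04 with total counts.

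With the adjusted p alone and no fold threshold, 991 genes were lower at 1 µM, 2553 lower at 10 µM, 1562 lower at 10 against 1 µM, and 631 higher and 484 lower at 100 against 10 µM. With 2-fold and an unadjusted p, 668 were lower at 1 µM, and 499 higher and 651 lower at 100 against 10 µM. The correlation of log2 changes was 0.869, 0.789 and 0.947 (1 and 10, 1 and 100, 10 and 100 µM) with filterByExpr and 0.855, 0.769 and 0.940 among genes called at any dose. With an estimated correlation between genes, 3, 7, 7, 5 and 1 lists passed at 1, 10 and 100 against 0 µM, 10 against 1 µM and 100 against 10 µM.

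With 1 library left out, genes higher and lower numbered 1554 to 1785 and 241 to 408 at 1 µM, 2683 to 2864 and 1365 to 1580 at 10 µM, 2882 to 3033 and 1711 to 1995 at 100 µM, 1299 to 1626 and 504 to 734 at 10 against 1 µM, and 180 to 338 and 226 to 592 at 100 against 10 µM. The lowest falls at 1 µM were 241 without 1 µM replicate 3 and 267 without 0 µM replicate 1, and at 100 against 10 µM there were 180 rises without 10 µM replicate 2 and 592 falls without 100 µM replicate 1. Genes called in the joint test numbered 6250 to 6937. The correlations ranged from 0.779 to 0.835, 0.704 to 0.764 and 0.875 to 0.920.

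Genes higher at 1 µM and then lower at 10 µM numbered 77, against 70 with RLE, 69 with filterByExpr, 54 in DESeq2, 135 with scaling to the reference genes and 151 with total counts. With 1 library left out they numbered 51 (1 µM replicate 3) to 85 (0 µM replicate 2), and 46 of the 77 were among those 51. Genes higher at both steps numbered 728, against 435 with total counts and 672 to 740 with 1 library left out. Without the genes seen before the lists were drawn up, the GH3 list lost its call at 10 against 1 µM (adjusted p = 0.166) and at 100 against 10 µM (0.362). There 3 lists passed in place of 5, as the ZAT list, which held none of these genes, moved to 0.0595 by the adjustment over lists.

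Over 198 values of named genes and 2560 alternatives, 60 lost the call, 19 gained it, 1 changed sign while called (ARR8) and 17 changed sign without a call in either setting. Of 140 list values, called or not, 39 lost their call with an estimated correlation and none gained one. That left 3, 7, 7, 5 and 1 lists called at 1, 10 and 100 against 0 µM, 10 against 1 µM and 100 against 10 µM. Scaling to the reference genes took away 8 calls (3 gained), filterByExpr 4 and RLE 1. Replicate numbers paired the samples at most weakly. Deviations from the group means of libraries with the same number correlated between −0.0690 and 0.211, over 0.1 in 4 of 18 pairs. Of 12 libraries, 8 correlated best with their own number, so weak pairing was not excluded. A replicate block gave 1769 higher and 421 lower genes at 1 µM, 2908 and 1568 at 10 µM, 3069 and 1915 at 100 µM, 1627 and 654 at 10 against 1 µM, and 294 and 376 at 100 against 10 µM. With the block 1 list lost its call, chlorophyll synthesis at 100 µM (adjusted p = 0.0535), and 2 gained one at 100 against 10 µM, singlet oxygen markers and ribosomal proteins (adjusted p = 0.0361 each). Replicates were compared only to find a library entered more than once, and none of the pairs had counts as alike as repeat draws from 1 library would be (chi-square per degree of freedom 3.72 to 12.6).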

Other observations

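The tests of gene families by product name, of the mitochondrial inhibitor list, of the genes higher at 10 than at 100 µM and of mixing into 100 µM replicate 1 were chosen after the result was seen, as was the use of the range with 1 library left out to judge the test of the 20 most abundant genes and of the SD over draws to judge that of depth. Among 56 families of at least 20 measured genes, several not covered by the fixed lists changed at 100 against 0 µM. Of 30 histone genes, the packaging proteins of DNA, 23 rose (median log2 change 1.61, camera adjusted p over the 56 families 2.9e-06, and adjusted p = 0.338 with an estimated correlation). Of 22 VQ motif genes, partners of WRKY factors, 17 rose and 1 fell (median 3.78, adjusted p = 9.9e-07, and adjusted p = 0.205 with an estimated correlation). Of 23 cysteine-rich receptor-like kinases 18 rose (median 3.41, adjusted p = 0.00281, and adjusted p = 0.260 with an estimated correlation). Of 32 disease resistance proteins 19 rose (median 3.43, adjusted p = 0.00420, and adjusted p = 0.205 with an estimated correlation). Of 23 calcium-binding EF-hand genes 13 rose (median 1.5, adjusted p = 0.00281, and adjusted p = 0.205 with an estimated correlation). Lipid-transfer genes fell in 13 of 37 cases and rose in 2 (median −0.74, adjusted p = 0.0211, and adjusted p = 0.338 with an estimated correlation), and genes of the polyketide cyclase family fell in 10 of 21 cases and rose in 1 (median −1.33, adjusted p = 0.00600, and adjusted p = 0.260 with an estimated correlation). These medians kept their sign at 100 µM with each scaling tried.

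A set of 22 genes known to respond to inhibitors of mitochondrial respiration, such as AOX1A, the alternative oxidase, was written down after several of its members had been seen among the largest changes, and 14 members had not been looked at. AOX1A rose from 50.1 CPM at 0 µM to 2751 at 1 µM and 2900.4 at 10 µM and stood at 1539 at 100 µM, and the cytochrome P450 gene CYP81D8 went from 17.1 to 1443, 1882 and 701. At 1 µM, 12 of the 14 unseen members rose (median 4.97). From 10 to 100 µM all 14 were below 0 with a median of −1.24 (5 called lower, camera p = 3.5e-13, and p = 0.000868 with an estimated correlation). Of these, GSTU25 was at or under the floor in both groups (3 counts at 10 µM, 0 at 100 µM) and MGE1 had 8 and 0 counts. OM66 (−0.16) and AT5G14730 (−0.14) hardly changed. With scaling to the reference genes the median of the 14 was −0.80 and 12 of them were below 0. These genes may fall as a set between 10 and 100 µM, but any gene raised as much at 1 µM may do so too. Lists matched on the change at 1 µM had a median of −0.47, and 96.23% of 10000 such lists lay above the unseen members, short of the share set in advance, so this stays open.

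Gene structure was compared with the response at 100 µM against lists of like mean expression over all 12 libraries, treated ones included. Of 2041 genes without introns 786 rose (38.5%, against 23.8% of the 12589 genes they were drawn from). Falls numbered 360 of 2041, against 1927 of all 12905 genes. Their median was 0.56 against 0.02 in matched lists, and 100% of 10000 lists lay below (camera p = 6.6e-05, and p = 0.0215 with an estimated correlation). Intronless genes may thus rise more than genes of like expression, and the reason was not tested. Transcripts with an exon junction well after the stop codon, a feature of targets of nonsense-mediated decay, numbered 299, and 56.71% of lists lay below their median, so a rise of such genes could not be told from chance. Of 124 long non-coding RNAs 42 rose (33.9%, against 23.9% of the 12831 genes they were drawn from) and 12 fell. They had a median of 0.52 against 0.04, with 99.39% of lists below, while camera gave p = 0.393 (p = 0.582 with an estimated correlation). A higher median of non-coding genes is thus consistent with these lists and was not found by camera.

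A set of 198 genes rose at 10 against 0 µM and fell at 100 against 10 µM, with median changes of 4.14 and −1.63, and 117 of them were still called higher at 100 than at 0 µM. Too few counts at 100 µM applied to 5.56% of them (11 genes with 3 or fewer counts). A single 100 µM library was argued against by the 145 genes still called lower with 100 µM replicate 2 left out, 150 without replicate 3 and 183 without replicate 1. Over all genes, 287 met both calls without 100 µM replicate 1, 155 without replicate 2 and 163 without replicate 3. The size of the set thus depended on replicate 1. A single 10 µM library was argued against by the 155 that still met both calls without 10 µM replicate 2, 157 without replicate 3 and 173 without replicate 1, and a single 0 µM library by at least 194. Scaling stays open, because with scaling to the reference genes 103 genes met both calls, between 58 and 133 with 1 library left out. The 198 genes kept a median of −1.16 from 10 to 100 µM with that scaling, but they had been chosen for that fall. No spiked-in RNA was used here. A biological change between these doses and the scaling of the libraries therefore cannot be told apart for these genes.

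The first replicate at 100 µM stood apart, correlating at 0.951 and 0.943 with replicates 2 and 3, which correlated at 0.969 with each other. Lower depth was argued against by a gap of 0.0111 ± 0.000317 (SD, 20 draws) that stayed when all were thinned to its total, against 0.0179 before. Mixing with 10 µM material would on average place genes between the group means. Of 87 genes at least 4-fold lower in replicates 2 and 3 than at 10 µM, 36.8% (32 genes) lay above the 10 µM mean in replicate 1. The share of the way to that mean had quartiles of 0.0830 and 1.12 and a median of 0.462. The scatter of a single library around the 10 µM mean was not allowed for, and the genes were chosen for low values in replicates 2 and 3. Mixing therefore stays open. The design gives no group that parts this library from the others, so no biological explanation was tested.

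With total counts the median gene changed by −1.01 at 100 against 0 µM. The genes called higher at 100 µM, which were chosen for their rise, went from 11.6% to 72.6% of all counts. A rising share of some genes lowers the share of the rest by construction. The 20 most abundant genes as the main cause, set in advance as over 50% of the change, were argued against: without them in the totals the median changed by −0.77, so 76.1% stayed and 23.9% was taken away, between 22.9% and 26.4% with 1 library left out. The bound set in advance against that explanation, over 75% staying, was passed with all libraries but not with each library left out (73.6% to 77.1%). A change in the amount of mRNA shared by all genes is divided out by total counts, so the −1.01 does not bear on it, and no biological explanation was tested.

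Each comparison of 3 with 3 libraries has 10 splits, too few for a share under 0.05. The real counts higher and lower were 1748 and 403 at 1 µM, 2890 and 1561 at 10 µM, 1579 and 643 at 10 against 1 µM, and 282 and 320 at 100 against 10 µM, and the highest of the other splits gave 0 in each. In edgeR the real counts at 100 µM were 3072 and 1927, and the highest other split gave 5 in the larger of its directions. The real split was the only 1 of 10 to reach its count in each case. For the joint test, 1 of 100 splits of the 12 libraries, the real one, gave as many as 6831 genes, and the highest other gave 4698. No smaller share is possible with 100 splits, so chance is argued against there but not excluded. This treats the libraries as independent samples, which the labels do not state.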
